A study of Homo sapiens with 26 samples.

How the data were processed

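The series holds 26 samples, of which 22 have a peak list that was used here: 12 CUT&RUN lists, 6 CUT&Tag lists and 4 ATAC lists. The 4 IgG control samples were not analysed here, and for 1 of them the labels contradict each other on the cell line, so it was put in no group. Samples were grouped by cell line or culture, antibody and assay, per the labels. Replicate numbers of ATAC come from the labels, but nothing ties a number in one line to the same number in the other. The CUT&Tag libraries of FT246 and FT282 share 2 dates, per the labels. No FT282 CUT&RUN library shares a date with any Kuramochi library, so line and date cannot be told apart in CUT&RUN.

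The labels record no methods for read processing, so the steps below come from the names and contents of the deposited files. The CUT&RUN lists are in the format of the peak caller SEACR, in its stringent mode, keeping the top 1% of regions without a control library, on genome build hg38. Each deposited CUT&RUN peak has a total signal and a maximum signal, which are whole-number coverage with no visible normalization. The share of regions kept was fixed, so the number of peaks does not measure the amount of binding, and extra copies of a region raise its coverage. The deposited CUT&Tag lists were called with a control library, and their signal is coverage scaled by a constant that was not the same in all libraries. Signal was therefore compared only within a list. The deposited ATAC lists hold narrow peaks with a p cutoff of 0.01, with a fold enrichment (ratio over local background), a −log10 p and a −log10 q for each peak. The score column that the authors deposited with the ATAC peaks was not used in any comparison. Peaks were called per sample in every assay, since each file belongs to 1 sample. The FT282 and Kuramochi ATAC files differ in the names of their processing steps, and the lowest deposited −log10 q was 0.515 and 0.508 in FT282 and 3.60 and 4.78 in Kuramochi.

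From these lists, peaks on chromosomes 1 to 22 and X were kept, which left out at most 1.101% of a list. ATAC peaks were kept at a −log10 q of at least 2, and a line's ATAC regions were merged peaks present in both replicates. Peaks counted as shared with at least 1 bp of overlap. The chance level was the mean of 100 circular shifts of one list along each chromosome. The shifts do not keep peaks in open chromatin, so overlap above this level can follow from open chromatin alone. Merged factor sites were the union of the 4 factor lists of a line. Promoters were taken from protein-coding transcripts of GENCODE release 44 on hg38. Neighbouring H3K27ac peaks were joined into regions over the gap customary for super-enhancers and assigned to a gene with a start site within 50 kb. Consensus matches were counted on both strands in 200 bp around the maximum, beside 1 seeded shuffle that keeps dinucleotides, and for ATAC in up to 20000 regions drawn per set and replicate. The fold over shuffled sequence is the ratio of these shares and was computed here; only the ATAC fold enrichment was deposited. Shares carry Wilson 95% intervals and differences of shares Newcombe 95% intervals, which cover counting error only. Peaks are not independent of each other, so the intervals are narrower than the true uncertainty. The depth of the libraries is unknown.

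With 1 library per antibody and line, no test between lines was made. CUT&Tag libraries were compared by an exact permutation test over the 15 ways to form 3 pairs, with the similarity within pairs minus that between pairs as the statistic. The tests, the consensus sequences, the alternatives and the rule for named genes were fixed before the data were examined. The rule names the genes of the 4 factors and, per factor and line, the line-only peak of largest total signal. The alternatives were the definition of overlap, the 5000 or the 50% strongest peaks, autosomes only, the promoter distance, the annotation, the ATAC threshold, exchanged names of the libraries labelled MECOM and PAX8, and leaving out replicates. A 500 bp window, windows at the nearest ATAC summit with the mean of 5 shuffles, the mean of 20 shuffles, the 5000 strongest factor peaks against complete lists and the removal of 10 Mb bins with unequal H3K27ac peak numbers were added after seeing the data.

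The scripts were tested on simulated data. For peak sharing between lines, overlap calls on 415 peaks had 0 differences from a direct count. With 39.9% of 33934 peaks planted as shared, 41.1% were recovered, against 42.0% expected from planted and chance overlap. Of 2 unrelated lists of that size, 4.51% of peaks overlapped and the shifts gave 4.38%. For the CUT&Tag pairing test, 3 planted pairs of lists of 500 intervals gave the smallest exact p, 0.0667, and 10.0% of 100 unrelated sets reached it. For motif shares, a consensus planted in 20.2% of 10000 random sequences gave matches in 22.1% before and 2.59% after shuffling. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.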

Results

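Protein binding and histone marks were mapped in cell models of the origin of high-grade serous ovarian cancer. FT282 and FT246 are immortalised lines of fallopian tube secretory epithelium, the tissue from which this cancer is thought to arise. Kuramochi is a line of high-grade serous ovarian cancer. In CUT&RUN an antibody directs a nuclease to its target and the released DNA is sequenced. In CUT&Tag the antibody directs a transposase, and in ATAC-seq a free transposase marks open chromatin. There were 12 CUT&RUN peak lists, with 1 library for each of 6 antibodies in FT282 and in Kuramochi. The antibodies were against 2 histone marks, H3K27ac at active promoters and enhancers and H3K27me3 in repressed chromatin, and against the transcription factors MECOM, PAX8, SOX17 and WT1. There were 6 H3K27ac CUT&Tag lists, 2 each from FT246, FT282 and primary cultures of fallopian tube secretory epithelium, and 4 ATAC lists, 2 each from FT282 and Kuramochi. No CUT&RUN condition had a replicate, so no difference between FT282 and Kuramochi in those data has a replicate check, and the intervals given are Wilson 95% intervals that cover counting error only.

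The number of peaks on chromosomes 1 to 22 and X was 31106 for H3K27ac in FT282 and 28060 in Kuramochi. For H3K27me3 it was 12567 and 12891. The factor lists held between 30992 peaks, for WT1 in FT282, and 40718 peaks, for SOX17 in Kuramochi. The depth of the libraries is unknown, because the files hold called peaks only. The signal of a peak was a whole number in the CUT&RUN lists, with a median maximum of 7 for SOX17 in FT282 and 9 for SOX17 in Kuramochi. In both lines the file attached to the library labelled MECOM was named for PAX8, and the reverse held for the library labelled PAX8. These libraries are therefore called the library labelled MECOM and the library labelled PAX8, and no direction drawn from either can be assigned to a factor with certainty. For the Kuramochi SOX17 library the label and the file name gave dates 1 year apart, but the same line and antibody. The FT282 SOX17 list and the Kuramochi list labelled PAX8 had 0 peaks on chromosome X. The other FT282 CUT&RUN lists had 853 to 2148 there, and the other Kuramochi lists 67 to 196.

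The first comparison asked how much of each binding map was common to the precursor line and the cancer line. Of the Kuramochi H3K27ac peaks, 47.9% (47.3 to 48.4) overlapped an FT282 H3K27ac peak by at least 1 bp, against a mean of 7.41% when one list was shifted along the chromosomes. For H3K27me3 the share was 27.4% (26.7 to 28.2), against a chance mean of 10.2%. The share was 41.4% (40.8 to 41.9) for the library labelled MECOM and 36.4% (35.9 to 36.9) for WT1, with chance means of 4.26% and 4.07%. It was lower for the library labelled PAX8, at 28.9% (28.4 to 29.4), and for SOX17, at 24.0% (23.6 to 24.4), with chance means of 3.43% and 3.04%. In all 12 comparisons, 6 antibodies in both directions, the share lay above the highest of 100 shifts. The requirement that the maximum-signal positions lie within 250 bp moved these shares most, to values from 3.17% for H3K27me3 to 24.3% for the library labelled MECOM.

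**Figure D1:**
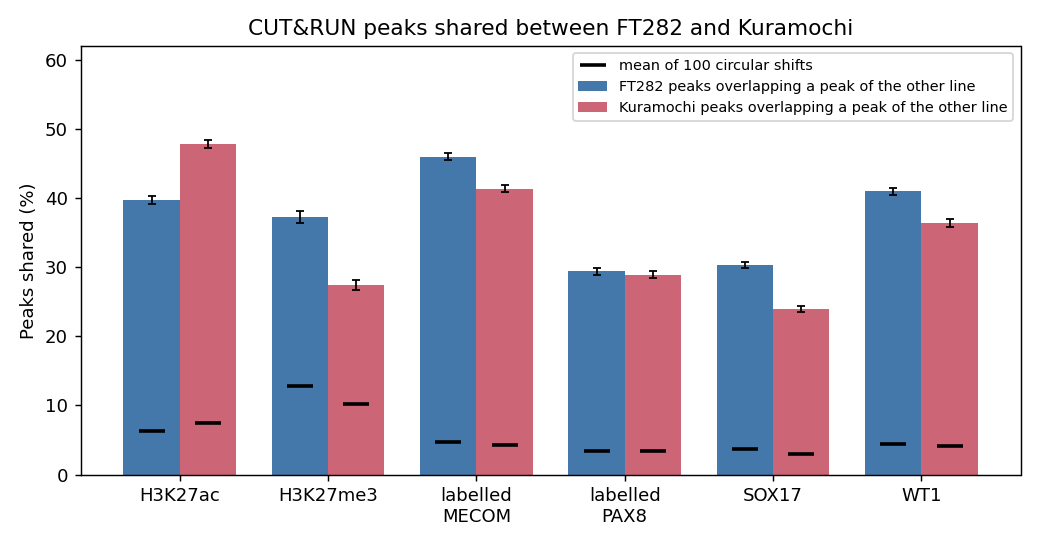
Share of CUT&RUN peaks of each line (%) that overlapped a peak of the same antibody in the other line, per antibody, with Wilson 95% intervals; black dashes are the mean of 100 circular shifts. Kuramochi shares run from 24.0% for SOX17 to 47.9% for H3K27ac, all above the dashes.

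From the FT282 side, the shared portion was 39.7% for H3K27ac, 37.3% for H3K27me3, 45.96% for the library labelled MECOM, 29.4% for the library labelled PAX8, 30.3% for SOX17 and 41.0% for WT1. Because 1 list of the PAX8-labelled pair lacked chromosome X, its FT282 peaks there could not be shared. On the autosomes alone the FT282 share of that library was 31.3%, and that of the library labelled MECOM 47.8%. Peaks at promoters were shared more often than distal peaks in all 6 Kuramochi lists. In the library labelled MECOM 57.5% of promoter peaks and 35.8% of distal peaks were shared, and in SOX17 the difference was smallest, 27.6% against 23.4%.

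The position of peaks relative to genes was compared next. A promoter peak had the midpoint of its maximum-signal region within 1 kb of a protein-coding transcription start site. For H3K27ac, promoter peaks made up 19.4% (18.9 to 19.8) of the FT282 list and 26.6% (26.1 to 27.1) of the Kuramochi list, a difference of 7.24 points (95% interval 6.56 to 7.92). The difference, Kuramochi minus FT282, was 6.14 points for the library labelled MECOM, from 19.5% to 25.7%. It was 5.49 points for SOX17, from 8.65% to 14.1%, and 2.15 points for WT1, from 20.8% to 22.9%. For H3K27me3 it was 0.668 points (0.0897 to 1.25), from 5.54% to 6.21%. The library labelled PAX8 went the other way, from 16.4% in FT282 to 13.2% in Kuramochi, a difference of -3.22 points (-3.76 to -2.68). Restricting each list to its 5000 strongest peaks moved the differences to 14.7 points for H3K27ac, 14.8 for the library labelled MECOM, 11.96 for SOX17 and 4.98 for WT1. It also changed the sign for the library labelled PAX8, to 0.480 points. A limit of 3 kb changed the sign for H3K27me3, to -1.32 points. Without the 10 Mb bins in which H3K27ac peak numbers differed more than 2-fold between the lines, the WT1 difference fell to 0.690 points, below the lower limit of its 95% interval. With the names of the libraries labelled MECOM and PAX8 exchanged, MECOM has the difference of -3.22 points and PAX8 that of 6.14 points.

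**Figure D2:**
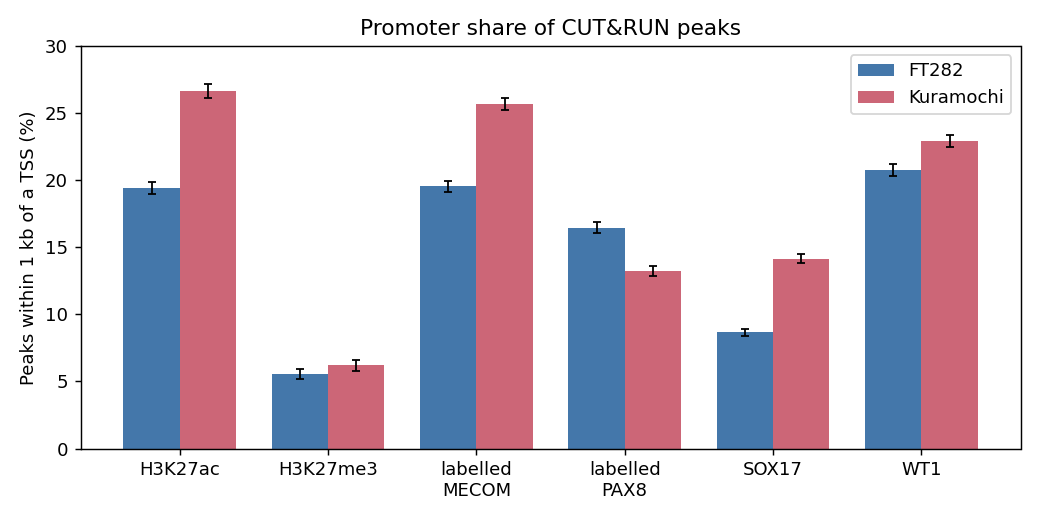
Percentage of CUT&RUN peaks whose maximum lay within 1 kb of a protein-coding transcription start site, for 6 antibodies in FT282 and Kuramochi, with Wilson 95% intervals and 1 library per bar. The Kuramochi bar is the higher one except for the library labelled PAX8, at 13.2% against 16.4%.

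To measure how far the 4 factors occupied the same places, their peaks were merged within each line. FT282 had 63786 merged sites and Kuramochi 57901. All 4 factors had a peak at 10840 FT282 sites, 16.99% (16.7 to 17.3), and at 14547 Kuramochi sites, 25.1% (24.8 to 25.5). With the lists shifted independently the mean was 0.00192% in FT282 and 0.0331% in Kuramochi. These shifts took peaks out of open chromatin, where most factor peaks lay, so the contrast does not show that the factors bind together. Sites with a single factor made up 47.7% and 40.1%. Requiring overlap of 50% of the shorter peak gave 13.3% and 20.2%, and the 5000 strongest peaks gave 9.15% and 19.1%, the largest move in both lines. Of the 14547 Kuramochi sites with all 4 factors, 24.4% overlapped such a site in FT282, and 34.8% of the FT282 sites overlapped one in Kuramochi. Pairwise, the base-pair Jaccard index, the shared length divided by the joint length, ran from 19.4% to 33.8% in FT282. It ran from 36.8% to 49.5% in Kuramochi, where the highest value was that of the library labelled MECOM with WT1. Median peak widths also differed between the lines, 1331 bp in FT282 and 1904 bp in Kuramochi for the library labelled MECOM and 608 bp and 1428 bp for SOX17, and wider peaks overlap more often. By the labels, the Kuramochi factor libraries other than SOX17 share a date, while those of FT282 carry several dates. The higher overlap in Kuramochi can therefore not be separated from the dates of the libraries.

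The factor peaks were then set against chromatin of the same line. The median over the 4 factors of the share of peaks overlapping H3K27ac was 67.0% in FT282 and 55.4% in Kuramochi. Chance means for single factors lay between 5.22% and 5.98% in FT282. In Kuramochi SOX17 had the lowest share, 46.8% (46.3 to 47.3), and WT1 the highest, 60.1% (59.6 to 60.7). Overlap with H3K27me3 was below chance for every factor in both lines. Its median was 2.15% in FT282 and 2.65% in Kuramochi, where the chance means for single factors were 5.21% to 5.85% and 10.8% to 11.2%. ATAC regions found in both replicates of the same line covered a median of 87.9% of factor peaks in FT282 and 90.3% in Kuramochi. The lowest single value was 81.4% (81.1 to 81.8), for SOX17 in Kuramochi. With the 5000 strongest peaks of each factor set against the complete H3K27ac lists, the medians were 90.4% in FT282 and 89.6% in Kuramochi. With the H3K27ac lists reduced to 5000 peaks as well, they were 47.9% and 52.1%, so the fall and the changed order of the lines went with the shorter mark lists. For H3K27me3 the order of the lines changed in both settings, to 1.85% and 1.67% with complete and 1.11% and 0.920% with reduced mark lists.

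Peaks of one line without a counterpart in the other were examined for open chromatin in the other line. Between 50.3% and 58.9% of FT282-only factor peaks lay in ATAC regions of Kuramochi, with a median of 54.5%. Between 48.0% and 64.5% of Kuramochi-only peaks lay in ATAC regions of FT282, with a median of 58.6%. Of the 5000 strongest peaks of each list, 1563 to 2669 had no counterpart in the complete list of the other line, and for these the medians were 69.96% and 73.2%. Peaks shared by the lines lay in ATAC regions of the other line in 88.3% to 97.8% of cases. H3K27ac of the other line was present at 9.28% to 16.2% of the FT282-only peaks and at 17.7% to 20.2% of the Kuramochi-only peaks.

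By the rule for naming single peaks, the line-only peak of largest total signal was taken for each factor and line, in hg38 coordinates. In Kuramochi all 4 lay on chromosome 12 near SOX5. The peak of the library labelled PAX8 ran from 23369477 to 23786592, a width of 417116 bp, with its maximum in an intron of SOX5 169 kb from the nearest start site of that gene. The peaks of the library labelled MECOM (23838093 to 23981926) and of WT1 (23838166 to 24007137) also had their maximum in a SOX5 intron, 56.0 kb and 55.5 kb from a start site. The SOX17 peak (23164656 to 23249998) lay between protein-coding genes, 379 kb from SOX5. This part of chromosome 12 held a large share of all signal in these lists: between 20 and 30 Mb, a window chosen after these peaks had been seen, lay 15.5% of the total peak signal of Kuramochi SOX17 and 0.533% of that of FT282 SOX17, on 4.57 Mb and 0.134 Mb of covered sequence. The mean signal per base in those peaks was 11.4 and 3.12, against 4.07 and 3.11 elsewhere. SOX17 had the highest share of the 4 factors. In Kuramochi the window held 7.75% of the signal of the library labelled MECOM, 13.7% of that labelled PAX8 and 8.87% of WT1, against 0.328%, 0.347% and 0.344% in FT282. Their Kuramochi signal per base was 9.08, 8.07 and 9.56 in the window and 5.65, 3.86 and 5.38 elsewhere.

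In FT282 the peaks so named lay on chromosome X for 3 of the 4 factors. The peak of the library labelled MECOM was in an intron of DMD (31349632 to 31357049) and that of WT1 in an intron of IL1RAPL1 (29660925 to 29663990). That of the library labelled PAX8 (42976093 to 42982007) lay between protein-coding genes, 201 kb from PPP1R2C. Its absence from Kuramochi cannot be read, since the Kuramochi list so labelled had 0 peaks on that chromosome. The Kuramochi list labelled MECOM had 141 peaks there and that of WT1 107, against 1507 and 2148 in FT282, so few FT282 peaks on this chromosome could have a counterpart. The FT282 SOX17 peak lay on chromosome 18 (71035723 to 71038430), 723 kb from SOCS6, in a list with 0 peaks on chromosome X.

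At the genes of the 4 factors, neighbouring H3K27ac peaks were joined into regions and ranked by total signal within each CUT&RUN list. The region with the highest rank near PAX8 (chromosome 2, gene from 113215997 to 113278921) stood at the 99.3 percentile in FT282 and the 99.7 percentile in Kuramochi. At MECOM (chromosome 3, 169083499 to 169663775) it stood at the 99.2 and 93.0 percentiles, and at SOX17 (chromosome 8, 54457935 to 54460892) at the 90.7 and 99.0 percentiles. At WT1 (chromosome 11, 32387775 to 32435564) the percentiles were 88.7 and 89.7. The region of highest rank was not always the same place. At MECOM it ran from 169084703 to 169149988 in FT282 and from 169239616 to 169260039 in Kuramochi. The percentiles there therefore belong to separate regions and do not show a change of rank at a single position. Without joining, SOX17 stood at the 96.1 and 99.8 percentiles, MECOM at 99.7 and 94.9, PAX8 at 98.3 and 99.6, and WT1 at 89.0 and 86.5. The order of the lines was thus reversed at WT1, and MECOM stood above PAX8 in FT282. In CUT&Tag of FT282 the 2 replicates placed PAX8 at the 99.9 and 99.4 percentiles. They placed MECOM at 85.7 and 94.5, SOX17 at 93.2 and 89.0, and WT1 at 96.2 and 91.2, so MECOM ranked below SOX17 and WT1 in one replicate and above them in the other. In FT246 the percentiles were 99.4 and 97.98 for PAX8, 96.6 and 96.2 for MECOM, 90.3 and 96.2 for SOX17, and 78.6 and 90.1 for WT1. In the primary cultures WT1, at 95.8 and 97.8, stood above PAX8, at 95.3 and 93.4, and MECOM stood at 81.2 and 88.4. SOX17 stood at 55.8 in 1 primary culture and had no region in the other. Without joining, the mean of the 2 FT246 replicates at WT1 moved from 84.4 to 71.8, and that of the primary cultures at MECOM from 84.8 to 94.5, against 94.8 at PAX8. Some CUT&Tag replicates also ranked separate joined regions. This held at MECOM in FT282 and FT246, and at PAX8 in FT246 and the primary cultures.

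Short consensus sequences fixed before the data were examined were counted in the 200 bp around each peak maximum. Their share was divided by that in the same sequences shuffled once with dinucleotide counts kept. The SOX consensus ACAATRG was in 11.4% (11.05 to 11.7) of FT282 SOX17 peaks and 9.06% (8.78 to 9.34) of Kuramochi SOX17 peaks, 1.85-fold and 1.75-fold over shuffled sequence. The WT1 consensus GTGGGAG was 2.00-fold and 1.92-fold over shuffled sequence in WT1 peaks, but also 1.34-fold to 1.86-fold in the other 10 lists, H3K27me3 in FT282 (1.45-fold) included. The 5000 strongest peaks moved the SOX value in FT282 SOX17 most, to 3.02-fold. The PAX consensus GCRTGAC was 1.20-fold over shuffled sequence in the FT282 library labelled PAX8 and 1.65-fold in the one labelled MECOM. In Kuramochi the values were 1.04-fold and 1.16-fold. The MECOM consensus AAGATAA was 1.35-fold over shuffled sequence in the FT282 library labelled MECOM and 1.55-fold in the one labelled PAX8, and in Kuramochi 1.04-fold and 1.21-fold. The single shuffle was imprecise: with the mean of 20 shuffles, the PAX value in the FT282 library labelled PAX8 was 1.33-fold and that in the one labelled MECOM 1.69-fold. In Kuramochi these were 1.08-fold and 1.101-fold, with overlapping intervals of 1.01 to 1.15 and 1.04 to 1.17. Among the 5000 strongest peaks of the Kuramochi library labelled PAX8 the PAX value was 0.901. It came from the single shuffle and has no interval, so it was not shown to lie below shuffled sequence. The AP-1 consensus TGASTCA was in 11.6% to 23.3% of peaks in the FT282 factor lists, 3.13-fold to 5.42-fold over shuffled sequence. In the Kuramochi factor lists it was in 3.69% to 4.67%, or 1.18-fold to 1.33-fold. Among the 5000 strongest peaks AP-1 was lower in all FT282 factor lists, at 2.15-fold to 4.96-fold, and at 1.01-fold to 1.28-fold in Kuramochi. These consensus values also depended on where the window was placed. With the window at the ATAC summit of the same line nearest to the maximum, AP-1 was 5.98-fold to 6.67-fold over shuffled sequence in FT282 and 2.37-fold to 2.81-fold in Kuramochi. This setting used only peaks with a summit, 81.0% to 96.0% of each list. It gave 1.95-fold and 2.41-fold for SOX in SOX17 peaks of FT282 and Kuramochi, so that the order of the lines changed. For the MECOM consensus in the Kuramochi library labelled MECOM it gave 0.937. With a mean over repeated shuffles the value was 0.952 (0.881 to 1.028) with ATAC replicate 1 and 0.944 (0.874 to 1.021) with replicate 2. It was therefore not distinguished from shuffled sequence.

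**Figure D3:**
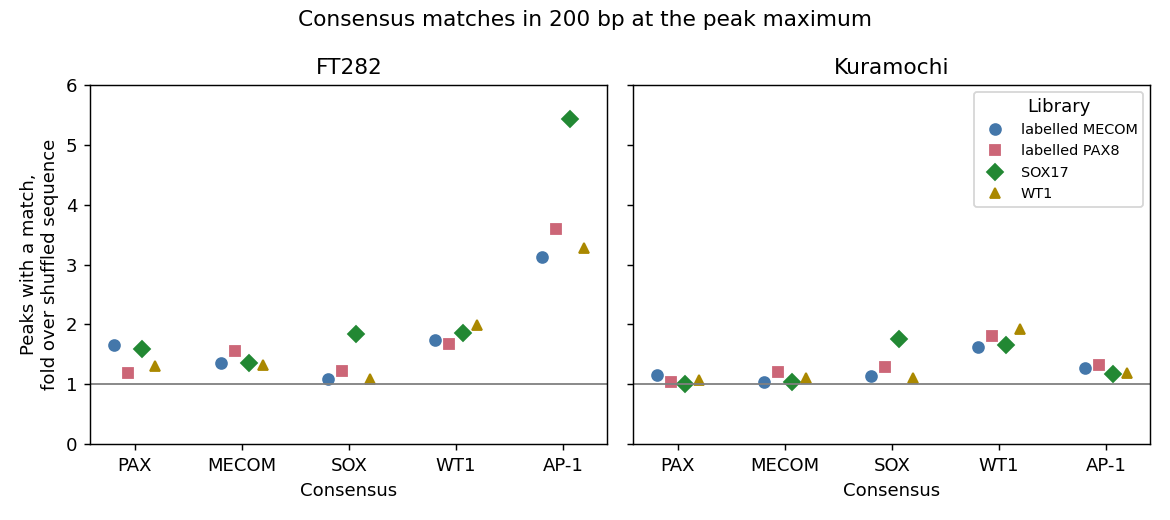
Peaks with a match to each of 5 consensus sequences, as fold over the same 200 bp sequences shuffled once, for the 4 factor libraries of FT282 (left) and Kuramochi (right); the grey line marks 1, and each point is 1 library. AP-1 reaches 3.13 to 5.42 in FT282 and 1.18 to 1.33 in Kuramochi.

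ATAC was the only assay with replicates of both lines. The base-pair Jaccard index between replicates was 78.3% in FT282 and 74.1% in Kuramochi, and between libraries of different lines it was 35.7% to 36.2%. Regions found in both replicates numbered 188638 in FT282 and 161475 in Kuramochi. Of these, 75401 FT282 regions (39.97%) were in neither Kuramochi replicate, and 55126 Kuramochi regions (34.1%) were in neither FT282 replicate. Together 130527 regions followed the lines, against 1546 and 1526 for the other 2 ways to split the 4 libraries into pairs. With 3 splits no test can reach a p of 0.05. The ATAC files of the lines came from differently named processing steps, so line and processing cannot be told apart in these counts. The threshold of 2 removed no Kuramochi peak, since the lowest −log10 q there was 3.60 and 4.78, so the lines had unequal cutoffs. At a −log10 q of at least 5 in both lines, the line-only counts were 62703 in FT282 and 54434 in Kuramochi. Promoter shares were 3.42% and 3.81% in the line-only regions and 16.4% and 16.3% in the regions with a counterpart.

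Primary cultures and cell lines were compared by H3K27ac CUT&Tag. The lists held 27494 to 103273 peaks, and in each list 91.8% to 94.5% of the peaks had a maximum of exactly 2 steps of the library's own signal unit. Pairs of libraries from the same group had a mean Jaccard index of 5.32%, and pairs from different groups 4.12%. The difference of 1.20 points was reached by 2 of the 15 ways to form 3 pairs (exact permutation test, one-sided, p = 0.133, n = 6), and the smallest p this design allows is 0.0667. The groups were therefore not distinguished. Without either of the primary cultures the difference was 0.641 or 0.695 points. With the share of merged regions in place of base pairs, 1 of the 15 pairings was as large (exact p = 0.0667, n = 6). FT246 and FT282 libraries were made on shared dates. Their same-date pairs had a mean Jaccard index of 5.03%, and pairs within 1 of these lines 4.91%, so pairs that shared a date were no less similar than pairs that shared a line. The index of primary cultures with cell lines was 3.13% to 4.48%, below the 6.15% between the primary cultures. With the same number of peaks in each list it was 1.81% to 2.24%, against 2.43% between the primary cultures. The primary lists held the most peaks, 91562 and 103273, so the size of the lists may contribute to this gap.

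**Figure D4:**
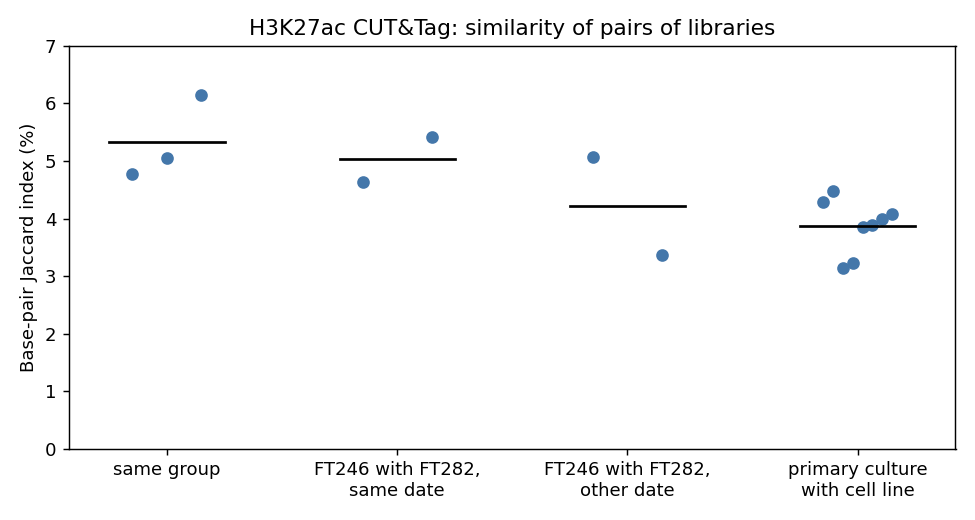
Base-pair Jaccard index (%) of the 15 pairs among 6 H3K27ac CUT&Tag libraries, grouped by whether the pair shares its group or date; points are pairs and lines are means. Same-group pairs (mean 5.32%) overlap with the same-date pairs of FT246 with FT282 (mean 5.03%).

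H3K27ac CUT&Tag peaks were also set against the CUT&RUN lists. Of the FT282 CUT&Tag peaks, 51.6% and 68.0% in the 2 replicates lay in FT282 CUT&RUN peaks, and 25.4% and 31.8% in Kuramochi peaks. Of the FT246 peaks, 51.5% and 69.9% lay in FT282 peaks and 30.6% and 41.9% in Kuramochi peaks, so a high share in FT282 peaks was not limited to FT282. Of the peaks of the primary cultures, 33.6% and 33.5% lay in FT282 peaks and 22.6% and 22.01% in Kuramochi peaks. The FT282 CUT&RUN list covered 133 Mb and the Kuramochi list 84.1 Mb, and a list that covers more of the genome is overlapped more often.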

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

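The comparisons used chromosomes 1 to 22 and X, and some lists held more than 3 peaks elsewhere. The test in this part was chosen after the positions had been seen. On chromosome Y the FT282 CUT&RUN lists held 4 peaks for H3K27ac, 19 for the library labelled MECOM, 23 for the library labelled PAX8 and 23 for WT1. In Kuramochi there were 11 for the library labelled MECOM, 7 for SOX17 and 6 for WT1. Mitochondrial peaks numbered 4 in primary culture CUT&Tag replicate 1, 4 in FT246 CUT&Tag replicate 2 and 5 in FT282 CUT&Tag replicate 2. On unplaced or alternative sequences FT282 CUT&RUN had 66 peaks for H3K27ac, 24 for H3K27me3, 202 for the library labelled MECOM, 310 for the library labelled PAX8, 67 for SOX17 and 321 for WT1. Kuramochi had 13, 55, 66, 56, 66 and 64 in the same order. CUT&Tag had 36 and 11 in FT246, 40 and 31 in FT282, and 30 and 42 in the primary cultures.

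Of the 24 chromosome Y peaks in the Kuramochi CUT&RUN lists, 100% overlapped a chromosome Y peak of FT282, and 43.5% of the 69 FT282 peaks overlapped one of Kuramochi. Shared positions in unrelated lines are consistent with reads of repeats, or of sequence shared with other chromosomes, that were placed on chromosome Y. Whether either line carries chromosome Y sequence was not tested. The peaks on unplaced sequences and on the mitochondrial genome were not tested, and no biological explanation was tested for any of these counts.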

How the results depend on the processing

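The 500 bp window, the window at the ATAC summit, the mean of 20 shuffles, the 5000 strongest factor peaks against complete lists and the removal of 10 Mb bins were chosen after the data had been seen, and all other alternatives before. Of 192 alternative values for the 33 results that answer a comparison, 59 stayed within their interval or within 1.5 times the count, 117 moved and 6 reversed. The other 10 belong to the CUT&Tag test and were on the same side of its threshold, whatever the size of the value. For 59 single values, 45 of 214 alternatives stayed, 169 moved and 0 reversed. A reversal meant a change of sign or, for a fold, a move across the shuffled level. Shares, counts and ranks could therefore not reverse, and a changed order of the lines was not counted. Where no cause is given, the cause was not tested.

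Shares are given below in the order H3K27ac, H3K27me3, library labelled MECOM, library labelled PAX8, SOX17 and WT1. Overlap of 50% of the shorter peak gave Kuramochi peaks shared with FT282 of 45.9, 26.5, 40.1, 26.7, 22.3 and 34.8%. Maxima within 250 bp gave 13.2, 3.17, 24.3, 14.8, 12.9 and 18.6%, a stricter criterion by construction. The 5000 strongest peaks gave 27.5, 25.8, 26.5, 18.4, 16.1 and 25.7%, and the strongest 50% gave 40.8, 26.0, 36.3, 25.6, 21.0 and 33.8%. Fewer peaks leave fewer partners, so lower shares follow in part from the construction. Without the bins, H3K27ac was at 49.6%, the library labelled MECOM at 41.97%, the library labelled PAX8 at 30.3% and SOX17 at 24.5%. Exchanged names gave MECOM 28.9% and PAX8 41.4%.

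The difference in promoter share reversed for H3K27me3 within 3 kb (-1.32 points), for the library labelled PAX8 with the 5000 strongest peaks (0.480), and on exchange of names for MECOM (-3.22) and PAX8 (6.14). Within 500 bp it was 9.08 for H3K27ac, 4.77 for SOX17 and 1.26 for WT1, and within 3 kb 4.79 for the library labelled MECOM and 4.84 for SOX17. The 5000 strongest peaks gave 14.7 for H3K27ac, 14.8 for the library labelled MECOM, 11.96 for SOX17 and 4.98 for WT1. The strongest 50% gave 11.95 for H3K27ac, 10.9 for the library labelled MECOM, -2.45 for the library labelled PAX8, 9.47 for SOX17 and 3.04 for WT1. Without the bins the difference was 6.55 for H3K27ac and 0.690 for WT1.

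Sites with all 4 factors made up 13.3% in FT282 and 20.2% in Kuramochi with 50% overlap, 9.15 and 19.1% with the 5000 strongest peaks, and 15.1 and 23.4% with the strongest 50%. Sites with all of the remaining factors made up 20.7 and 29.9% without the library labelled MECOM and 23.1 and 29.1% without WT1, where fewer factors are needed.

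For the medians over 4 factors, values are given for FT282 and then Kuramochi. With 50% overlap, 65.7 and 52.7% lay in H3K27ac, 1.63 and 2.16% in H3K27me3, 85.7 and 87.9% in ATAC, and 52.6 and 56.5% of line-only peaks in ATAC of the other line. The 5000 strongest peaks gave 47.9 and 52.1%, 1.11 and 0.920%, 95.9 and 97.7%, and 80.7 and 84.2%. That setting also reduced the lists of the marks and of the other line, so lower shares in the marks and higher shares of line-only peaks follow in part from the construction. Against complete lists, the 5000 strongest factor peaks gave 90.4 and 89.6% in H3K27ac, 1.85 and 1.67% in H3K27me3, and 69.96 and 73.2% for line-only peaks. The order of the lines changed in both settings for H3K27me3 and only with reduced lists for H3K27ac. The strongest 50%, with lists reduced in the same way, gave 61.3 and 52.5%, 1.15 and 1.46%, 95.4 and 96.1%, and 70.3 and 71.8%. With ATAC peaks as deposited, 60.03% of Kuramochi-only peaks lay in ATAC of FT282.

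For motifs, the whole maximum-signal region gave 1.18-fold over shuffled for MECOM, 1.58 for SOX and 1.77 for WT1 in the FT282 libraries so labelled, and 1.19, 1.36 and 1.58 in Kuramochi. These regions had medians of 20 to 46 bp, so this setting is nearly void. The 5000 strongest peaks gave 1.48 for MECOM, 3.02 for SOX and 2.12 for WT1 in FT282, and 1.22 for MECOM and 2.06 for SOX in Kuramochi. The PAX value in the Kuramochi library labelled PAX8 was 0.901 in that setting. It counted as reversed, but rests on the single shuffle without an interval. Outside promoters WT1 was at 2.10 and 2.05. The 500 bp window gave 1.28 for MECOM and 1.30 for SOX in FT282, and 1.24 for PAX, 1.69 for SOX and 2.29 for WT1 in Kuramochi. The window at the ATAC summit gave 1.62 for MECOM, 1.63 for PAX, 1.95 for SOX and 2.31 for WT1 in FT282, and 1.41 for PAX, 2.41 for SOX and 2.47 for WT1 in Kuramochi. MECOM reversed there, at 0.937, but its intervals from repeated shuffles included the shuffled level. This setting also left out peaks without a summit, so position and selection act together. Exchanged names gave 1.55 for MECOM and 1.65 for PAX in FT282, and 1.21 and 1.16 in Kuramochi. The mean of 20 shuffles gave 1.33 for PAX in the FT282 library labelled PAX8, because the single shuffle happened to hold many matches.

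For CUT&Tag, the replicate block, which kept only same-date pairs between FT246 and FT282, gave 1.225 points, equal peak numbers gave 0.542, and the share of merged regions gave 2.41. Cell lines alone gave 0.289. Leaving out each library in turn gave 0.641 to 1.73, lowest without 1 primary culture. With 15 pairings no alternative could pass a threshold of 0.05, so these values say nothing about stability. In ATAC the replicate numbers only name samples, and no paired analysis was possible there because no test was made. Leaving out replicate 1 or 2 gave 98247 to 101845 FT282 regions and 79480 to 80240 Kuramochi regions absent from the other line. In the primary cultures 1 list had no H3K27ac region near SOX17, so no mean rank was given. Of 38 alternatives for the 19 H3K27ac ranks, 25 stayed and 13 moved. Without joining, the mean at WT1 in FT246 was 71.8, and the means at MECOM and PAX8 in the primary cultures were 94.5 and 94.8.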

Other observations

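The tests on the AP-1 consensus in ATAC regions and at ATAC summits, on peak heights in CUT&Tag, on shared dates and peak numbers in CUT&Tag, on the PAX consensus, on H3K27me3 in ATAC regions and on the correlation of bins were written before their results were seen. The other tests in this part were chosen after: the width of the window, the PAX consensus at ATAC summits, the chromosome 12 window, the absence of chromosome X, the MECOM consensus, and the division of the promoter test, first written for all 4 factors together, into 2 parts.

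The AP-1 consensus was common in FT282 factor peaks and close to its shuffled level at the maxima of those of Kuramochi. Less precise placement of the 200 bp window in the wider Kuramochi peaks would dilute every consensus. The SOX consensus in SOX17 peaks kept 0.949 of its FT282 fold in Kuramochi and AP-1 kept 0.217. This was first read as evidence against dilution, but it decides nothing: in the same libraries CTCF fell from 7.32-fold to 1.79-fold and PAX from 1.59-fold to 1.01-fold. The Kuramochi SOX value itself rose to 2.41-fold with the window at the ATAC summit. At peaks shared by the lines, moving the window to the summit raised the Kuramochi AP-1 fold by a median factor of 2.16 and that of FT282 by 1.60. The low Kuramochi level is therefore in part consistent with window placement. With summit windows in all peaks, Kuramochi still had a median of 0.413 of the FT282 fold (0.355 to 0.440), which argues against placement as the only cause. At shared peaks the median was 0.669. The ATAC lists of the lines were made differently, so their summits may also differ in precision. A cause limited to CUT&RUN would leave ATAC regions alike. In FT282-only ATAC regions AP-1 was present in 31.6% and 31.8% of peaks in the 2 replicates, 6.69-fold and 6.61-fold over shuffled sequence. In Kuramochi-only regions it was present in 6.36% and 6.53%, 1.65-fold and 1.54-fold. The smallest of the 4 ratios between lines was 4.005, which argues against a cause limited to CUT&RUN as far as line-only regions go. In regions open in both lines AP-1 was at 5.27-fold and 5.83-fold in FT282 and 4.54-fold and 4.90-fold in Kuramochi. These are largely the same loci, so the likeness follows in part from the construction. The ATAC files of the lines were processed differently, and culture conditions are not known, so both stay open. The SOX consensus went the other way, at 2.07-fold and 2.17-fold in Kuramochi-only and 1.01-fold and 0.996-fold in FT282-only regions. As a hypothesis, chromatin that is open in FT282 and not in Kuramochi may be enriched for AP-1 sites.

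Kuramochi factor peaks were concentrated on chromosome 12 between 20 and 30 Mb. This window held 42 of the 100 strongest WT1 peaks and 62 of the 100 strongest SOX17 peaks, and in FT282 0 and 3. Within the window, the share of Kuramochi factor-peak bases inside ATAC regions was lower than elsewhere by a median difference of -29.8 points, against 0.752 points in FT282. For SOX17 it was 13.5% in the window and 42.9% elsewhere. Extra copies of the region could raise coverage between regulatory elements above the threshold in lists called without a control library, and the low ATAC share is consistent with that. The concentration was not limited to the factors: H3K27ac held 5.37% of its signal in the window in Kuramochi and 0.450% in FT282, with 499 and 139 peaks, and ATAC had 1125 and 682 regions. H3K27me3 held 0.0532% of its signal in the window in Kuramochi and 0.0529% in FT282. Its mean signal per base was not raised there, at 8.64 in the window and 12.1 elsewhere in Kuramochi and 6.31 and 7.76 in FT282. H3K27me3 had 22 peaks in the window in Kuramochi and 12 in FT282, so this mark says little about the window. Broad binding over the locus stays open, since no copy number was measured. The line-only peaks near SOX5 lie in this window and may therefore reflect copy number.

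Over 316 bins of 10 Mb, the log2 ratio of peak numbers between lines was correlated among the factors, H3K27ac and ATAC to varying degrees. Bins of one genome are not independent replicates. The Spearman rho of the library labelled MECOM with WT1 was 0.929, and that of H3K27ac with ATAC was 0.811. It was lower for H3K27ac with SOX17, at 0.580, and with the library labelled PAX8, at 0.636, and for SOX17 with ATAC, at 0.662. On autosomes these were 0.757, 0.585 and 0.822. The lists of SOX17 and of the library labelled PAX8 each lacked chromosome X in 1 line. Copy number across the genome would move H3K27ac and H3K27me3 together, with a rho above 0.3, and an unrelated pair would have 0.1 or less. The rho was 0.194, between these limits, and 0.116 on autosomes, so copy number and regional differences in activity cannot be told apart by this measure. The autosomal bin with the highest median ratio of the 4 factors was chromosome 5 from 20 to 30 Mb, at a log2 ratio of 2.75, where the ratio was 1.85 for H3K27ac, 1.52 for ATAC and -2 for H3K27me3.

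The FT282 SOX17 list and the Kuramochi list labelled PAX8 had 0 peaks on chromosomes X, Y and M, while both held peaks on unplaced sequences. The fewest chromosome X peaks in any of the other 10 CUT&RUN lists was 67, so counting error is an unlikely source, and a filter applied to these lists alone before deposit is a candidate explanation. All Kuramochi CUT&RUN lists had few chromosome X peaks: H3K27ac had 131, against 1113 in FT282. In ATAC the share of peaks on chromosome X was 1.99% and 2.06% in Kuramochi and 3.50% and 3.50% in FT282. Whether this comes from the copies of chromosome X or their activity was not tested.

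The file names of the libraries labelled MECOM and PAX8 are exchanged in both lines. In FT282 the date in each label matches the date in the name of the file attached to the other record. If the files had been exchanged, the PAX consensus would be further above shuffled sequence in the library labelled MECOM. Its fold there was higher by a ratio of 1.27 in FT282, with separate intervals, and by 1.02 in Kuramochi, with overlapping intervals. By the limits written beforehand, equal values in 1 line speak against an exchange in both. In Kuramochi, however, the values depended on the setting. Outside promoters the consensus was at 1.33-fold in the library labelled MECOM and 1.09-fold in the one labelled PAX8 with the single shuffle. At ATAC summits the smallest of the 4 ratios, from 2 lines and 2 ATAC replicates, was 1.08, in Kuramochi, where the intervals overlapped. In FT282 the ratios there were 1.200 and 1.197, with separate intervals. The library labelled MECOM was the higher in each of these settings, but in Kuramochi the intervals that were computed overlap, so the labelled and exchanged identities cannot be told apart by this consensus. The MECOM consensus was further above shuffled sequence in the library labelled PAX8 by a ratio of 1.17 in FT282 and 1.13 in Kuramochi, with separate intervals in both lines. At ATAC summits these ratios were 1.19 and 1.23 in FT282 and 1.17 and 1.16 in Kuramochi, also with separate intervals. Among peaks absent from the other list, the FT282 library labelled MECOM had the PAX consensus at 1.76-fold and the one labelled PAX8 at 1.05-fold. In Kuramochi such peaks had 1.06-fold and 1.04-fold, with overlapping intervals. The MECOM consensus in such peaks was at 1.13-fold and 1.62-fold in FT282 and 0.930-fold and 1.17-fold in Kuramochi, with separate intervals in both lines. The FT282 values and those of the MECOM consensus are consistent with an exchange of files, the PAX values of Kuramochi leave it open, and the matches are too short and too weak to settle the identity of either library.

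Promoter shares were higher in Kuramochi for the library labelled MECOM, SOX17 and WT1. A difference in the number or strength of called peaks would shrink with the 5000 strongest peaks, but the smallest of the 3 ratios to the original difference was 2.18, which argues against it. For the library labelled PAX8 the difference went from -3.22 to 0.480 points with the 5000 strongest peaks, so there a difference in peak number or strength may be the source. For WT1 the difference of 2.15 points fell to 0.690 without the 10 Mb bins of unequal H3K27ac peak numbers, so part of it followed regions that differed between the lines, from copy number or activity. A difference between the lines remains untested for lack of replicates.

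All 4 factors shared many sites within each line. Cleavage of open chromatin that does not depend on the antibody could produce this, and it would also give H3K27me3 peaks at the strongest ATAC regions. The share with an H3K27me3 peak was lower in the strongest 10% than in the weakest 10% of ATAC regions, and the difference closer to 0 was that of Kuramochi, -1.64 points. By the limits written beforehand this value speaks against such cleavage, and it was first read that way. The reading was changed to undecided after the value had been seen, because H3K27me3 is low in active chromatin and the H3K27me3 threshold was set by broad domains, so such peaks could have been missed. Sites with all 4 factors were at 11.1% of the strongest and 2.83% of the weakest ATAC regions in FT282, and at 18.7% and 16.1% in Kuramochi. Each single factor was also more frequent in the strongest regions, except WT1 in Kuramochi, at 36.9% against 38.4%. H3K27ac was at 36.7% of the strongest and 33.5% of the weakest regions in FT282, but at 29.3% and 36.0% in Kuramochi. Shared occupancy and cleavage of open chromatin cannot be told apart by these tables, because no CUT&RUN library without a specific antibody was analysed here.

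Replicates of H3K27ac CUT&Tag shared few peaks. If shallow libraries were the cause, higher peaks would be found in the other replicate more often. At widths of 500 to 700 bp, peaks above 2 steps were found more often than peaks of 2 steps in all 6 libraries, and the smallest difference was 7.51 points. This is consistent with shallow libraries. The similarity of libraries within a group has 2 technical explanations. Same-date pairs across FT246 and FT282 exceeded pairs within a line by 0.117 points, less than the spread of the pairs. Their mean indexes were 5.03% and 4.91%, against 4.22% for pairs that shared neither line nor date. With equal peak numbers these means were 3.57%, 3.19% and 2.67%. The pairs are few and the classes overlap, so date and line cannot be told apart. With the same number of peaks in each list, 2 of the 15 pairings had a statistic as large as the real one, as with all peaks, so that setting decides nothing about peak number.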
